A study of Mus musculus with 6 samples. Its data were reported in "MEF2C protects bone marrow B-lymphoid progenitors during stress haematopoiesis" (2016).

How the data were processed

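Pre-B cells were sorted from bone marrow of control mice and of mice in which Mef2c had been deleted in blood-forming cells, and their RNA was hybridised to Affymetrix mouse expression arrays. The groups follow the genotype given in the labels, with 3 control and 3 Mef2c-deficient arrays, and replicate numbers follow the labels. The study describes the samples as independent, and nothing used here says which animals they came from.

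The authors deposited 1 table of intensity values on a linear scale for 23913 probe sets. These are fewer than the array holds, and it is not known here which were left out or why, so the filter percentile and the gene counts below refer to this part of the array. Per the study's methods, the arrays had been background adjusted, quantile normalized and summarised by robust multiarray averaging, and limma was used for differential expression. The methods also state Student's t-test for experiments other than sequencing, without naming the arrays. The study left out probes by detection calls, which were not used here, and whether this rule set the content of the deposited table was not tested. The versions of its tools are not given in the sources used here. Deposited values ran from 3.33 to 2144602, and 2865 of 143478 values (2.00%) lay above 65535, the highest count of a 16-bit scanner. The highest value is 21.03 on the log2 scale and 14.58 as a natural log. The base of the exponent used to leave the log scale is therefore not settled. If it was e, a 2-fold change of the deposited values is a 1.62-fold change of signal.

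The deposited values were log2-transformed with no offset. Probe sets were named through a table of the platform's annotation, which can be old. It lists 18214 probe sets, of which 17690 have 1 gene symbol and 524 several, while 5699 have none in it and are unnamed here. The 25 AFFX control probe sets and probe sets with several symbols or none stayed out of the tests. Symbols were looked up by gene identifier in a RefSeq table, used for names only: 17539 matched and 0 symbols changed. Mef2c and some further list members were not analysed here. A probe set was kept if its mean log2 over the 6 arrays was above the 40th percentile of all probe sets (log2 of 7.26). A gene with several kept probe sets was represented by that with the highest mean, leaving 11271 genes. Of 163 genes with several kept probe sets, 56 had probe sets of opposite sign.

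The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit with group as the only term, eBayes with default settings), two-sided, with Benjamini-Hochberg adjustment over the genes kept and a threshold of 0.05. Counts at the study's thresholds, an unadjusted p of 0.05 or less and at least a 2-fold change, are given beside them. The methods' t-test was run on the same values as an alternative. Of 34 gene lists, fixed before the data were examined, 32 had at least 5 measured genes and were tested with camera of limma with a preset inter-gene correlation of 0.01, which compares the genes of a list with all other genes, and Benjamini-Hochberg adjustment over the 32 lists. The sex-linked list was read per array. Camera with an estimated correlation left 0 of 18 list calls. Fry of limma, which asks whether the genes of a list move, on balance, in a single direction and does not compare them with other genes, passed 10 lists as lower and 1 as higher. The lists cover repair genes named by the study, double strand break sensing and end joining, homologous recombination, other DNA repair, V(D)J recombination factors, B-cell transcription factors, pre-B-cell receptor and surface genes, DNA replication and S phase, mitosis and G2/M phase, cell cycle inhibitors, cell survival, p53 targets, chromatin and transcription coregulators, ribosome biogenesis, glycolysis, oxidative phosphorylation, amino acid transport, cholesterol synthesis, MHC class II, type I interferon response, immediate early genes, markers of 12 other cell types or stages, and sex-linked transcripts.

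Genes named in the text follow a rule fixed at the same time: the genes the study's text names, those past the adjusted threshold with groups that do not overlap (or the 5 smallest unadjusted p in a direction where none passed), up to 4 members of each list with the smallest unadjusted p, the 2 brightest members of each list of another cell type, and the sex-linked transcripts. Top2a and Ciita were chosen after their values were seen.

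Arrays of the same replicate number deviated together from their group means, with correlations across genes of 0.348, 0.226 and 0.373 for numbers 1 to 3, while arrays of different numbers and groups gave -0.309 to 0.129. The pairing is taken from these values and the shared numbers, since the labels do not say what a number stands for. A fit with the replicate number as a block was run beside the unpaired fit.

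Each result was recomputed with other filters, scalings, probe set rules, an offset of 16, other variance models, array weights, the t-test, the block and without each array in turn, keeping the genes tested where arrays were rescaled or left out. Added after the data were seen were fits without both arrays of number 3, with the natural log read as log2, over all probe sets named or not, and with each array centred on the genes tested. The steps were tested on simulated data with the means and spread of the 11271 genes and 200 changed genes: of 100 genes shifted by 4 on the log2 scale, 92.0% passed an adjusted p of 0.05, of 100 shifted by 2, 40.0% passed, and 7 unchanged genes did. A list of genes shifted by -1 passed camera, and 0 of 30 unshifted lists did. This does not give the rate of false list calls in the real arrays. There, genes of a list were correlated (estimate up to 0.889), and another split of the arrays gave 21 lists.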

Results

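Gene expression was measured on Affymetrix mouse arrays in pre-B cells, the bone marrow stage at which immunoglobulin light chains are rearranged. The cells were sorted from control mice and from mice lacking Mef2c, which encodes a MADS-box transcription factor, at 9 months of age. Each of the 2 groups held 3 arrays from different samples. The study calls the samples independent without naming the animals, so the p-values below measure the spread between these samples, and the number of arrays limits the precision. The median deposited value ranged from 236 to 285 per array. Across genes, the log2 values of control arrays correlated with each other at Pearson's r of 0.957 to 0.986 and those of Mef2c-deficient arrays at 0.868 to 0.943. The deviation of a gene from its group mean had an SD of 0.289 to 0.469 in the control arrays and of 0.556 to 0.788 in the Mef2c-deficient arrays, with the highest value in Mef2c-deficient replicate 3. Mef2c itself was not analysed here, so the targeted gene gives no check of the labels. The base of the deposited scale is open: if the values are powers of e and not of 2, each log2 difference below is 0.69 times the printed value, while its direction and p-value stay as given.

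The first comparison asked which genes differ between Mef2c-deficient and control pre-B cells. Slc1a5, which encodes a neutral amino acid transporter that carries glutamine, fell from a log2 value of 14.36 ± 0.22 to 10.34 ± 0.42 (SD, n = 3 each). The log2 difference was -4.02 (SE 0.32), a 16.2-fold change as deposited or 6.88-fold on the base of e, with a limma adjusted p of 0.0258. Rapgef3, which encodes an exchange factor for Rap activated by cyclic AMP, fell from 13.66 ± 0.25 to 10.05 ± 0.35 (SD, n = 3 each), a log2 difference of -3.61 (SE 0.31; limma adjusted p = 0.0258). Both genes were lower in each Mef2c-deficient array than in each control array. Both calls ended without control replicate 1 (limma adjusted p = 0.257), control replicate 2 (0.223) or control replicate 3 (0.272), and without Mef2c-deficient replicate 2 (0.0667 for Slc1a5 and 0.1 for Rapgef3). With the replicate number as a block the limma adjusted p was 0.0685 for both. Over the alternatives run, the adjusted p of Slc1a5 lay between 0.00269 and 0.272 and that of Rapgef3 between 0.00485 and 0.272, with negative log2 differences throughout. Among genes with higher values in Mef2c-deficient cells, the smallest unadjusted p belonged to Izumo1r, Gbp8, Slc2a6, Chfr and Gm2102, with log2 differences of 1.71, 2.17, 1.42, 1.69 and 2.05 and limma adjusted p of 0.0769 to 0.0861. Slc2a6 encodes a hexose transporter and Gbp8 a guanylate-binding protein.

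Of 11271 genes tested, 2 fell and 0 rose at a limma adjusted p under 0.05. At an unadjusted p under 0.05, 2353 genes were lower and 600 higher, against 564 in all by chance. The methods' t-test gave 0 genes after Benjamini-Hochberg adjustment, and 1909 lower and 641 higher genes without it. At the thresholds of the study, an unadjusted p of 0.05 or less and a change of at least 2-fold, 1659 genes were lower and 297 higher, so that 84.8% of them were lower. The methods' t-test gave 1111 and 135. If the deposited values are powers of e, the limma counts at these thresholds are 657 lower and 113 higher. The 2 groups did not overlap in 4244 genes, or 37.7%, where chance gives 10%.

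The balance between lower and higher genes changed with the scaling of the arrays. The median log2 difference of all genes tested was -0.36 as deposited (0.07 with no filter and 0.16 over all probe sets), -0.10 after quantile normalization of the log2 values, -0.04 after cyclic loess and -0.07 after centring each array on the median of its kept probe sets, named or not. At the thresholds of the study these gave 882 lower and 485 higher genes (64.5% lower), 827 and 580 (58.8%), and 787 and 907 (46.5%), in that order. Centring on the genes tested alone, added after the data were seen, gave a median of 0.10 and 499 lower and 1572 higher genes (24.1% lower). With limma, 0 genes had an adjusted p under 0.05 under any of these 4 scalings, with 1248 lower and 814 higher genes at an unadjusted p under 0.05 after quantile normalization. Slc1a5 had log2 differences of -3.65, -3.47, -3.72 and -3.55 under them. Dim genes rose and bright genes fell, so that their values moved closer together. With no filter, the median log2 difference was 0.39 in the dimmest of 10 equal bins of genes and -0.47 in the brightest. The lowest bin had -0.67. Medians of gene lists are therefore also given relative to the median of all genes.

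**Figure D1:**
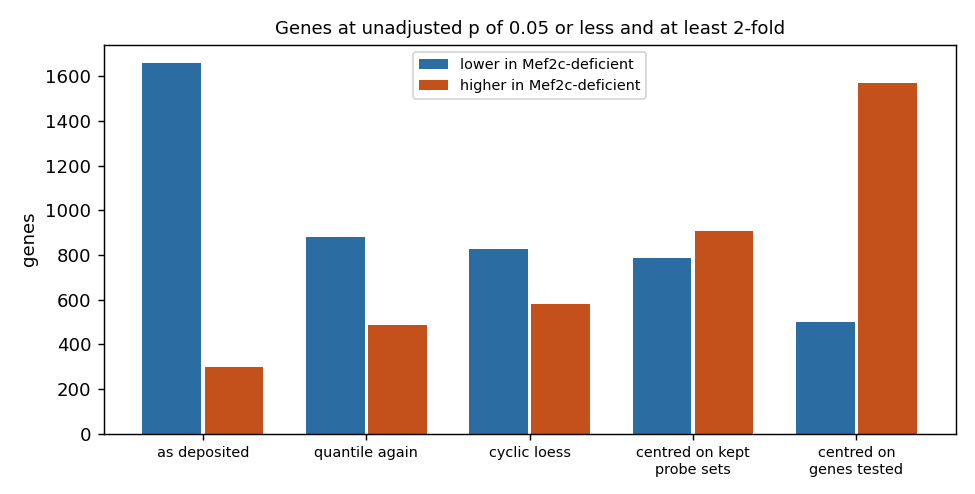
Number of genes (vertical axis) at an unadjusted limma p of 0.05 or less and at least a 2-fold change, lower (blue) or higher (orange) in Mef2c-deficient pre-B cells, on the deposited scale and under 4 other scalings of the arrays. The deposited scale gave 1659 lower and 297 higher genes, and centring on the genes tested gave 499 and 1572. If the deposited values are powers of e, the counts 1659 and 297 become 657 and 113.

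The counts changed with single arrays. With limma, the count at an adjusted p under 0.05 was 0 in both directions without any 1 of the 3 control arrays, 12 lower genes without Mef2c-deficient replicate 1, 1 without replicate 2, and 154 lower and 5 higher without replicate 3. At an unadjusted p under 0.05, 1392 lower and 239 higher genes were left without control replicate 1, 1843 and 341 without control replicate 2, and 1418 and 327 without control replicate 3. At the thresholds of the study, 1099 genes were lower without control replicate 3, and 483 were higher without Mef2c-deficient replicate 1. With the replicate number as a block 0 genes passed with limma, 2599 were lower and 757 higher at an unadjusted p under 0.05, and the study's thresholds gave 1852 lower and 449 higher genes.

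Genes of cell division made up the lists with the lowest values in Mef2c-deficient pre-B cells. The study had reported cell cycle among the most enriched categories of genes lower on the same arrays. These lists are therefore not independent evidence of direction. Of 46 measured genes of mitosis and the G2/M phase, 44 had lower mean values, with a median log2 difference of -1.92, or -1.56 relative to the median of all genes. Cenpf, which encodes a kinetochore protein, differed by -3.18 (SE 0.48), Ndc80, of the outer kinetochore, by -2.36 (SE 0.38), the kinesin gene Kif22 by -2.27 (SE 0.32) and Sgo1, which protects centromeric cohesion, by -2.15 (SE 0.32). All 41 measured genes of DNA replication and S phase had lower means, with a median of -1.40, or -1.05 relative to all genes. Among them were the replicative helicase genes Mcm7 (-1.73, SE 0.29) and Mcm4 (-1.51, SE 0.26), the replication initiation gene Mcm10 (-2.79, SE 0.52) and Pole, of the leading strand polymerase (-2.06, SE 0.39). The medians of the mitosis list in the 3 Mef2c-deficient arrays were -1.42, -2.76 and -1.55 relative to the control mean, and those of the S phase list -1.15, -1.90 and -1.11.

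Of the mitosis genes 0 passed an adjusted p of 0.05 over all genes, with 41 lower and 1 higher at an unadjusted p under 0.05. When adjusted over the list alone, 37 were lower and 1 higher. The higher gene was Top2a, a DNA topoisomerase gene active in dividing cells, with a log2 difference of 1.54. It was named after its value was seen, and rests on a single kept probe set. The groups did not overlap in 40 of the 46 genes, or 87.0%, against 37.7% of all genes tested. In the S phase list 0 genes passed over all genes, 29 were lower at an unadjusted p under 0.05, and 26 were lower when adjusted over the list alone. With limma's camera and its preset correlation the adjusted p was 4.28e-12 for mitosis and 5.70e-09 for S phase. These became adjusted p = 0.352 and adjusted p = 0.321 with an estimated correlation. In the same arrays, markers of plasmacytoid dendritic cells had medians of 0.51, 1.68 and 4.29 relative to the control mean, and the control arrays -0.51, -0.63 and 1.04, so that control replicate 3 lay above Mef2c-deficient replicate 1. The bioB hybridisation control, a bacterial transcript added to each labelled sample before hybridisation, was 1.07 to 2.63 higher in the Mef2c-deficient arrays.

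**Figure D2:**
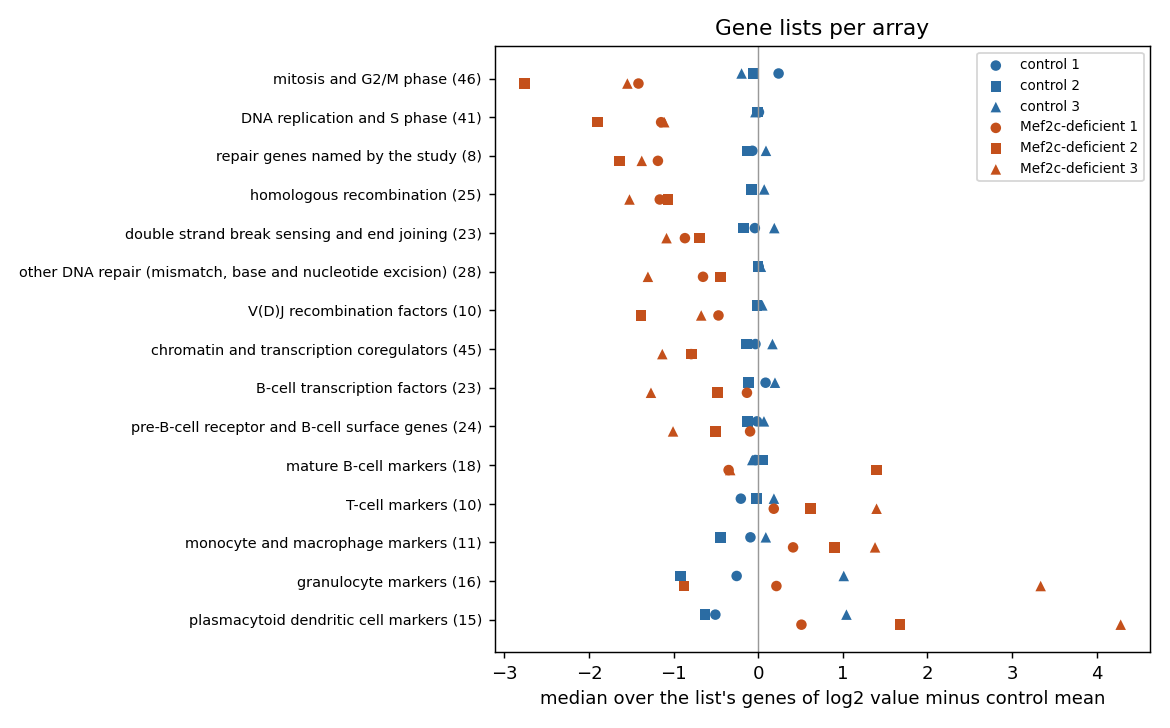
Median over the measured genes of each list (number of genes in parentheses) of the log2 value minus the mean of the control arrays (horizontal axis), for 3 control arrays (blue) and 3 Mef2c-deficient arrays (orange), with a symbol for each replicate number. The mitosis list lay at -1.42, -2.76 and -1.55 in the Mef2c-deficient arrays, and plasmacytoid dendritic cell markers lay at 0.51, 1.68 and 4.29 (-0.51, -0.63 and 1.04 in the controls).

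The second group of lists addressed DNA repair, a process the study examined in these cells. Of the repair genes its text names, 8 were analysed here. All 8 had lower means in Mef2c-deficient pre-B cells, with a median log2 difference of -1.36, or -1.0 relative to all genes. The checkpoint kinase genes Chek1 and Chek2 differed by -2.69 (SE 0.44) and -1.17 (SE 0.36). The break sensor genes Rad50 and Mre11a differed by -1.63 (SE 0.34) and -1.04 (SE 0.28), the recombination gene Rad54l by -1.67 (SE 0.32), and the end-joining genes Lig4, Xrcc4 and Xrcc6 by -1.51 (SE 0.60), -1.22 (SE 0.38) and -1.03 (SE 0.35). Their limma adjusted p over all genes lay between 0.0769 for Chek1 and 0.171 for Lig4, and 0 of the 8 passed. All 8 had an unadjusted p under 0.05 and passed when adjusted over the list alone, and in 7 the groups did not overlap. The study reported these genes as lower on the same arrays, so the list is not independent evidence of their direction. It also reported Mre11a, Xrcc4, Xrcc6 and Lig4 as lower by quantitative PCR, which was not analysed here.

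Homologous recombination genes, of which 25 were measured, had a median log2 difference of -1.22, or -0.86 relative to all genes, and 23 of them had lower means. Rad51ap1 differed by -3.15 (SE 0.46), Brca1 by -2.10 (SE 0.30) and Trip13 by -2.03 (SE 0.33). The study names Rad51ap1 among genes bound by MEF2C in human B-lymphoblasts. Of the 25, 0 passed over all genes, 18 were lower at an unadjusted p under 0.05 and 17 when adjusted over the list alone. The 23 measured genes of double strand break sensing and end joining all had lower means, with a median of -0.90, or -0.54 relative to all genes. This median was -0.52 after quantile normalization (-0.41 relative to all genes) and -0.43 after cyclic loess (-0.39). Rif1, which limits resection of broken ends, differed by -1.86 (SE 0.42) and Parp1 by -1.03 (SE 0.31). Here 0 passed over all genes, 12 were lower at an unadjusted p under 0.05 and 3 when adjusted over the list alone. Of 28 genes of mismatch, base and nucleotide excision repair 24 had lower means, with a median of -0.86, or -0.50 relative to all genes. Neil3, a DNA glycosylase gene, differed by -2.10 (SE 0.31), Lig1, which joins replication fragments, by -1.76 (SE 0.48), Ercc8 by -1.17 (SE 0.33) and Pms2 by -0.85 (SE 0.29). In this list 0 genes passed over all genes, 9 were lower and 1 higher at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone.

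The camera adjusted p was 0.000525 for the genes named by the study, 5.68e-06 for homologous recombination, 0.00280 for end joining and 0.0182 for the other repair genes. With an estimated correlation these were adjusted p = 0.321, adjusted p = 0.173, adjusted p = 0.321 and adjusted p = 0.352. The call for the other repair genes ended without control replicate 2 (adjusted p = 0.0513) without Mef2c-deficient replicate 3 (adjusted p = 0.0574) and with the 60th percentile filter (adjusted p = 0.0941), within a range of 0.000255 to 0.352 over the alternatives run. The study chose 3 of the homologous recombination genes and 5 of the end-joining genes on these arrays. Medians of the homologous recombination list in the 3 Mef2c-deficient arrays were -1.16, -1.06 and -1.52, beside 0.51, 1.68 and 4.29 (-0.51, -0.63 and 1.04 in the controls) for plasmacytoid dendritic cell markers and the higher bioB control.

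**Figure D3:**
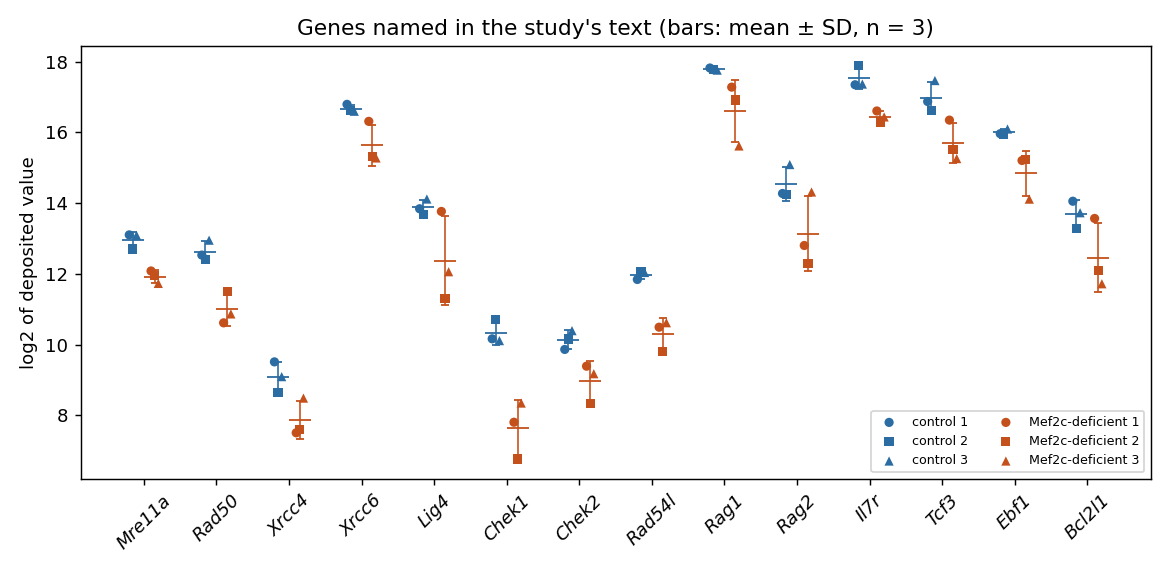
Log2 of the deposited value (vertical axis) of 14 genes that the study's text names, in 3 control (blue) and 3 Mef2c-deficient arrays (orange), with the mean and SD of each group. Chek1 had means of 10.33 and 7.64, and the groups overlapped in Lig4, Rag2 and Bcl2l1.

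The third set of lists covered V(D)J recombination and B-cell identity. Rag1 and Rag2, which encode the recombinase, differed by -1.18 (SE 0.45) and -1.40 (SE 0.55) between Mef2c-deficient and control pre-B cells. All 10 measured recombination factors had lower means, with a median of -1.11, or -0.75 relative to all genes. The interleukin 7 receptor gene Il7r differed by -1.09 (SE 0.29), and the transcription factor genes Tcf3 and Ebf1 by -1.28 (SE 0.39) and -1.15 (SE 0.37). Tcf12, which encodes a relative of the Tcf3 product, differed by -1.18 (SE 0.26) and Lef1 by -1.22 (SE 0.28). Of 23 B-cell transcription factor genes 19 had lower means (median -0.68, or -0.32 relative to all genes). Of 24 genes of the pre-B-cell receptor and B-cell surface 18 had lower means (median -0.66, or -0.30 relative to all genes), among them Enpep, the BP-1 antigen gene (-1.82, SE 0.49), and Cplx2 (-1.69, SE 0.61). Ms4a1, which encodes CD20, went the other way, at 1.56 (SE 0.45).

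With limma, 0 of these genes passed an adjusted p of 0.05 over all genes. In the V(D)J list 5 genes were lower at an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. In the transcription factor list 8 were lower without adjustment and 2 when adjusted over the list alone, and in the surface list 4 were lower and 1 higher without adjustment and 0 passed over the list alone. The camera adjusted p was 0.0454 for V(D)J factors (adjusted p = 0.321 with an estimated correlation), 0.103 for transcription factors and 0.343 for surface genes. The V(D)J call ended without control replicate 1 (adjusted p = 0.0506), control replicate 2 (0.0783) or Mef2c-deficient replicate 2 (0.0747), and also with the 60th percentile filter (0.265), cyclic loess (0.0516) and without probe sets that can cross-hybridise (0.126). Its p ranged from 0.00107 to 0.321 over the alternatives run, and 6 of its genes are also in the end-joining list. The transcription factor list passed without Mef2c-deficient replicate 1 (adjusted p = 0.0152) and with no filter (0.00482; range 0.00482 to 0.6), and the surface list with no filter (0.0326; range 0.0326 to 0.998). Without Mef2c-deficient replicate 3 their medians were -0.27 (adjusted p = 0.562) and -0.32 (0.916), in place of -0.68 and -0.66. The study chose several members of the 3 lists on these arrays, which makes them no independent evidence of direction. It also reported Il7r, Tcf3 and Ebf1 as lower by quantitative PCR, which was not analysed here. Medians of the transcription factor list were -0.13, -0.48 and -1.27 in the 3 Mef2c-deficient arrays, with the lowest in replicate 3, whose plasmacytoid dendritic cell markers stood at 4.29, against 1.04 in control replicate 3.

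Genes of chromatin and transcription coregulators were compared because the study grouped transcription among the processes it found lower. That result came from the same arrays, so the list is not independent evidence of direction. Of 45 measured genes 44 had lower means in Mef2c-deficient pre-B cells, with a median log2 difference of -0.97, or -0.61 relative to all genes, and medians of -0.79, -0.79 and -1.13 in the 3 Mef2c-deficient arrays. The median log2 difference was -0.60 after quantile normalization (-0.50 relative to all genes) and -0.53 after cyclic loess (-0.49). Dnmt1, the maintenance DNA methyltransferase gene, differed by -1.77 (SE 0.33), the cohesin gene Rad21 by -1.60 (SE 0.35), Arid2, of a SWI/SNF remodelling complex, by -1.31 (SE 0.29) and the Mediator gene Med14 by -1.19 (SE 0.27). With limma 0 of the 45 passed over all genes, 25 were lower at an unadjusted p under 0.05, 17 were lower when adjusted over the list alone, and the groups did not overlap in 30, or 66.7%, against 37.7% of all genes tested. The camera adjusted p was 1.63e-06, and adjusted p = 0.321 with an estimated correlation. In the same Mef2c-deficient arrays plasmacytoid dendritic cell markers stood at 0.51, 1.68 and 4.29 (-0.51, -0.63 and 1.04 in the controls), and the bioB control was 1.07 to 2.63 higher.

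Genes of other cell types were next compared, since the sorting gate, positive for B220 and negative for IgM and CD43, can hold other cells. All 15 measured markers of plasmacytoid dendritic cells, which also carry B220, had higher means in the Mef2c-deficient group, with a median log2 difference of 2.23, or 2.59 relative to all genes. The array medians of the groups overlapped, with control replicate 3 at 1.04 and Mef2c-deficient replicate 1 at 0.51 relative to the control mean. Siglech, a surface receptor gene of these cells, had log2 values of 12.59, 12.51 and 15.53 in the controls and 14.41, 16.55 and 18.54 in the Mef2c-deficient arrays. Cd209d, Klk1, Ccr9, Tlr7 and Pltp differed by 3.72 (SE 1.05), 3.56 (SE 1.23), 1.66 (SE 0.61), 2.37 (SE 0.89) and 1.54 (SE 0.94). A second probe set of Klk1 went the other way, at -0.65. Of the 15 markers 0 passed over all genes or when adjusted over the list alone, and 7 were higher at an unadjusted p under 0.05.

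Granulocyte markers had a median of 1.11, or 1.47 relative to all genes, with values of 0.21, -0.88 and 3.34 in the 3 Mef2c-deficient arrays. The calprotectin genes S100a8 and S100a9 had log2 values of 18.96 and 19.13 in Mef2c-deficient replicate 3, against 13.59 and 14.91 in replicate 2. Monocyte and macrophage markers had a median of 0.76, or 1.11 relative to all genes, with Tyrobp at 2.18 (SE 0.91) and Lyz2 at 0.06 (SE 1.67). Conventional dendritic cell markers had a median of 0.62, or 0.98 relative to all genes, with Cd209a at 3.51 (SE 1.04), Itgax at 3.38 (SE 1.20), Ccr7 at 0.79 (SE 0.60) and Cst3 at 0.03 (SE 0.77). T-cell markers had a median of 0.69, or 1.05 relative to all genes, with Cd4 at 3.0 (SE 0.93) and Ms4a4b at 0.62 (SE 0.45). The median of NK cell markers was 0.70, or 1.05 relative to all genes, with Klrd1 at 2.23 (SE 0.94) and Ccl5 at 0.47 (SE 1.35). Stromal and endothelial markers had a median of 0.60, or 0.96 relative to all genes, with Pecam1 at -0.31 (SE 0.36), which turned positive after quantile normalization (0.0032), cyclic loess (0.18) and centring on the genes tested (0.15), and Pdgfrb at 0.49 (SE 0.29). No gene of these 6 lists passed over all genes or when adjusted over its list alone, and 2, 1, 2, 2, 3 and 1 genes, in that order, were higher at an unadjusted p under 0.05.

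Camera adjusted p were 7.24e-07 for plasmacytoid dendritic cells, 0.00401 for granulocytes, 0.000960 for monocytes and macrophages, 0.0182 for conventional dendritic cells, 0.000688 for T cells, 0.00695 for NK cells and 0.00898 for stroma and endothelium. With an estimated correlation they were adjusted p = 0.407, 0.6, 0.321, 0.352, 0.352, 0.352 and 0.321. Without Mef2c-deficient replicate 3 the calls for granulocytes (adjusted p = 0.723), conventional dendritic cells (0.109) and NK cells (0.121) ended, with medians of -0.43, 0.20 and 0.12 in place of 1.11, 0.62 and 0.70. Those for T cells (0.0115, median 0.43) and plasmacytoid dendritic cells (0.000389, median 0.996 in place of 2.23) stayed. The granulocyte median was 0.38 without control replicate 2 and 1.87 without Mef2c-deficient replicate 2, that of conventional dendritic cells 0.96 without control replicate 1 and 0.27 without control replicate 3, and that of NK cells 1.14 without Mef2c-deficient replicate 1. With fry, which does not compare a list with other genes, only stroma and endothelium passed, and the other 6 lists had adjusted p of 0.123 to 0.622. Calls also ended for conventional dendritic cells with no filter (0.105), quantile normalization (0.0749) and cyclic loess (0.0849), for NK cells with cyclic loess (0.0767), and for granulocytes with no filter (0.0549) and centring on the genes tested (0.0509). Without both arrays of number 3 the calls for conventional dendritic cells (0.0938), NK cells (0.0538) and granulocytes (0.0986) ended too. Over the alternatives run, the adjusted p ranged from 9.30e-06 to 0.723 for granulocytes, 0.000309 to 0.352 for conventional dendritic cells, 0.00121 to 0.352 for NK cells and 3.39e-12 to 0.407 for plasmacytoid dendritic cells. Without that array Lyz2 (-2.06), Ccl5 (-1.11), Cst3 (-0.93) and S100a9 (-0.01) had negative differences. Lyz2 was also negative without control replicate 1 (-0.27), and Lyz2 (-0.33), Ccl5 (-0.09) and Cst3 (-0.17) were negative without control replicate 2.

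Mature B-cell markers had a median of 0.42, or 0.78 relative to all genes (camera adjusted p = 0.0754), and medians of -0.35, 1.40 and -0.33 in the 3 Mef2c-deficient arrays. Tnfrsf13c and Klf2 stood at 0.21 (SE 0.36) and -0.72 (SE 0.98), and Klf2 at 0.33 without Mef2c-deficient replicate 3. The list passed without Mef2c-deficient replicate 1 (adjusted p = 0.0268), replicate 3 (0.00553, median 0.64) or both arrays of number 3 (0.00642), and with the replicate number as a block (0.0361), the 60th percentile filter (0.00148), quantile normalization (0.0308), cyclic loess (0.0212) and array weights (0.00566). Its p ranged from 0.00148 to 0.822 over the alternatives run. Without Mef2c-deficient replicate 2 its median was -0.23 (adjusted p = 0.773), and without control replicate 1 it was 0.27. Plasma cell markers had a median of 0.19, or 0.55 relative to all genes, and a mean of -0.29, opposite in sign, and camera placed the list on the higher side (adjusted p = 0.734). Fry passed these markers as lower (adjusted p = 0.022). Without probe sets that can cross-hybridise their median was -0.12, and camera placed them on the lower side (adjusted p = 0.681). Their members Sdc1, the syndecan 1 gene, Slamf7 and Irf4 differed by -2.36 (SE 0.42), -2.15 (SE 0.45) and -1.32 (SE 0.50), and Sec11c by -0.07 (SE 0.38), which turned positive after cyclic loess (0.21) and both centrings (0.22 and 0.40), and without control replicate 1 (0.12), control replicate 2 (0.08) or Mef2c-deficient replicate 3 (0.12). Erythroid markers had a median of 0.35, or 0.71 relative to all genes (camera adjusted p = 0.110), with Tfrc at -1.0 (SE 0.59) and Car2 at -1.48 (SE 0.64), and passed without Mef2c-deficient replicate 2 (adjusted p = 0.0302, median 0.55; range over the alternatives 0.0302 to 0.562). Their median was 0.14 without control replicate 1 and 0.08 without Mef2c-deficient replicate 3, and that of plasma cell markers 0.05 to 0.09 without 5 of the 6 arrays in turn. Stem and early progenitor markers had a median of -0.03, or 0.32 relative to all genes (camera adjusted p = 0.447), with Cd48 at 0.27 (SE 0.48), or -0.27 without Mef2c-deficient replicate 3. The median of the stem cell list lay below 0 while camera placed it on the higher side. It lay above 0 without control replicate 1 (0.06), Mef2c-deficient replicate 1 (0.04) or Mef2c-deficient replicate 2 (0.20), and at -0.10, -0.12 and -0.16 without control replicate 2, control replicate 3 and Mef2c-deficient replicate 3. Only 4 megakaryocyte and platelet markers were measured, too few for the list test, which the list passed with no filter (13 genes, adjusted p = 0.0466), with Plek at 1.45 (SE 0.78) and Itgb3 at 0.47 (SE 0.41).

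The hybridisation control transcripts bioB, bioC and bioD of bacteria and cre of a phage had higher mean values in the Mef2c-deficient arrays. The mean log2 value of the 6 bioB probe sets was 14.43 ± 0.16 in the controls and 16.18 ± 0.80 in the Mef2c-deficient arrays (SD, n = 3 each). That of bioC was 15.82 ± 0.25 and 17.36 ± 0.60, that of bioD 18.59 ± 0.30 and 19.33 ± 0.45, and that of cre 20.49 ± 0.12 and 20.70 ± 0.25. An exact two-sided permutation test gave p = 0.1 for bioB, bioC and bioD, the smallest p that 3 arrays against 3 allow, and p = 0.3 for cre.

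**Figure D4:**
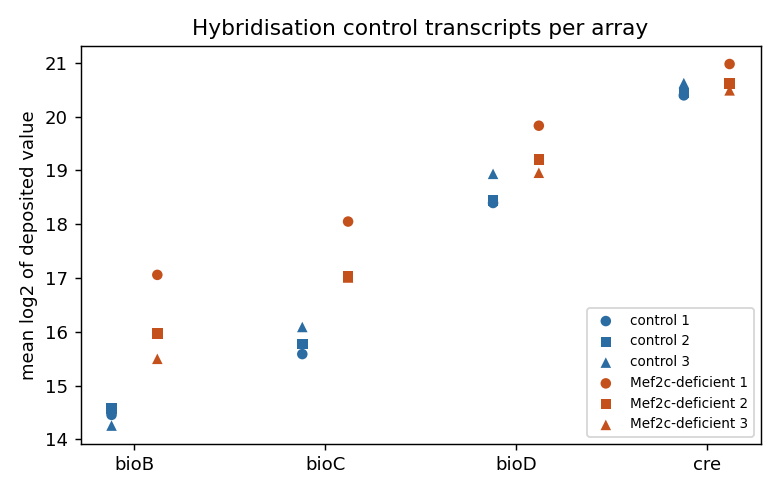
Mean log2 of the deposited value (vertical axis) over the probe sets of each hybridisation control transcript, for 3 control (blue) and 3 Mef2c-deficient arrays (orange). The bioB values lay between 14.26 and 14.58 in the controls and between 15.50 and 17.06 in the Mef2c-deficient arrays.

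Xist set control replicate 3 apart, while Y-linked genes were too dim in all arrays to decide. Xist, the RNA that silences an X chromosome in female cells, had log2 values of 16.66, 16.73 and 6.82 in the control arrays and of 17.07, 17.16 and 16.86 in the Mef2c-deficient arrays. The Y-linked genes Kdm5d, Eif2s3y and Uty in control replicate 3 had values of 5.68, 3.58 and 2.62, beside 5.68, 3.71 and 2.86 in control replicate 1. These genes lay below the filter level of 7.26 in every array, so they cannot show whether Y-linked transcripts were present. The study used male and female mice, the labels do not give the sex, and a difference in sex between the arrays was not tested.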

Values the study reported

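At a fold change of at least 2.0 and a P value of 0.05 or less, the study reported that 1,884 genes had reduced expression and 436 had increased expression in pre-B cells without Mef2c.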

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

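The tests of dilution, of the scaling of the arrays, of plasmacytoid dendritic cells in the sort, of a lower share of pre-B cells, of fewer cells in cycle and of the 2 genes over other splits were chosen after the result was seen.

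The hybridisation control transcripts lie outside the gene comparisons and were higher in the Mef2c-deficient arrays, by 1.75 for bioB, 1.54 for bioC and 0.74 for bioD on the log2 scale, with no overlap between the groups.

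For the first pattern, the lower values of genes of cell division and DNA repair, brightness-dependent signal loss as the whole cause is argued against by random lists of the same size and brightness, of which 0% had a median below that of the mitosis list, 0% below that of the homologous recombination list and 0.47% below that of the end-joining list. Dilution of pre-B cells by another cell type would lower these lists no further than genes which that type hardly expresses. The yardstick was 9 genes of early B cells (median -1.18), whose expression in other cells was not tested. Of these, Il7r and Dntt are also in the stem and early progenitor list, and Dntt was higher in Mef2c-deficient replicate 3 (15.46) than in every control. If other cells hardly express the 9 genes, dilution as the whole cause is argued against for mitosis genes. These lay at -0.737 (95% bootstrap interval over genes -0.948 to -0.289) relative to the early B-cell genes. For homologous recombination genes the gap was -0.0377 (-0.342 to 0.429) and for end-joining genes 0.288 (0.0578 to 0.907), so that dilution and a change within pre-B cells cannot be told apart there, because these lists fell no further than the early B-cell genes beyond the spread. All 9 of these genes were lower, and the study chose Rag1, Rag2 and Il7r among them on these arrays. The list of 24 pre-B-cell receptor and B-cell surface genes had a median of -0.66. Homologous recombination (-1.22) and end-joining genes (-0.90) lay below it, a gap that was not tested. Fewer cells in cycle may account for part of the lower repair genes, since homologous recombination genes were lower than end-joining genes by a gap of -0.325 (permutation p = 0.0328, over genes, which are not independent replicates). An effect of Mef2c on these genes at a fixed share of cycling cells also stays open, and was not tested.

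The second pattern is that more genes were lower than higher at the study's thresholds, 84.8% of them as deposited. With quantile normalization the share was 64.5% and with cyclic loess 58.8%, so that the scaling of the arrays could account for part of the pattern, while the share that remains and a true fall of many genes cannot be told apart, because each scaling can remove such a fall. Centring on kept probe sets gave 46.5% and centring on the genes tested 24.1%, but centring sets this balance by construction and decides nothing. The median difference was -0.36 over the genes tested and 0.07 with no filter, so that its sign depends on the filter. A difference in labelling or amount of RNA stays open and was not tested beyond the values of the hybridisation controls.

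For the third pattern, the higher values of plasmacytoid dendritic cell markers, a single library as the whole cause is argued against by the list test without Mef2c-deficient replicate 3 (camera adjusted p = 0.000389), though the median then went from 2.23 to 0.996. That test has limits, as the call was lost with an estimated correlation (adjusted p = 0.407), and another split of the arrays gave this list a camera adjusted p of 1.82e-18. Among splits that part all 3 pairs of replicate numbers the real median of 2.23 was the largest in size, with 1.64 as the next, while the other splits reached 2.64 in size, and within the pairs the median differences were 1.26, 2.02 and 3.06. A lower share of pre-B cells with all other cells kept was tested against 48 bright markers of other types. The gap was 1.69 (95% bootstrap interval over genes 0.827 to 2.25). It cannot decide, because the lists of other types hold genes that fell and were bright in the controls. Among these are Il7r (-1.09) and Dntt (-1.46), which also served as early B-cell genes. That test used 12 of the 15 plasmacytoid dendritic cell markers, which are not independent (estimated correlation 0.889 in the list). In Mef2c-deficient replicate 1 their list had a median of 0.51, against at most 0.46 in the other cell type lists tested, so that this array alone decides little. In replicates 2 and 3 it had 1.68 against at most 1.40, and 4.29 against at most 3.34. Plasmacytoid dendritic cells in the sort and a change of these genes within pre-B cells cannot be told apart, because both would place all 15 markers, of which 1 is also an interferon response gene, higher in Mef2c-deficient replicate 3 than in every control, as measured, and the gate for B220 without IgM and CD43 need not remove such cells.

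The 10 splits of 6 arrays are too few for a share under 0.05. The real split gave 2 genes at an adjusted p under 0.05 and the highest other split 0, so that 1 split, the real one, gave as many. At the study's thresholds the real split gave 1659 lower and 297 higher genes, against at most 505 in the larger and 142 in the smaller direction of another split, again with 1 split as large. For gene lists, 4 splits gave at least the 18 calls of the real split, with 21 as the highest other, which points to a structure of the arrays that the list test with a preset correlation reads as calls. Of the splits that part all 3 pairs of equal replicate number, as the real one does, the 3 others gave at most 163 genes in 1 direction and at most 20 lists, while the 6 splits that part 1 pair gave at most 505 and 21. The mitosis list had a median of -1.92 in the real split and of at most 1.20 in size in another, where its camera adjusted p went down to 6.81e-15.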

How the results depend on the processing

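The fits without both arrays of number 3, with centring on the genes tested, with the natural log read as log2 and over all probe sets were chosen after the data were seen; the other alternatives were fixed before the data were examined. Over all alternatives, named genes kept their direction and side of the threshold in 2863 comparisons, passed newly in 82, no longer passed in 22 and changed sign in 29. Single lists did so in 565, 21, 57 and 26. The mitosis, S phase, homologous recombination, end-joining and study repair lists passed as lower under every alternative except camera with an estimated correlation. Unless a reason is given, the cause was not tested. No detection calls were used, so how far dim genes stand above background is unknown, and alternatives for Mef2c probe sets were not run, as these were not analysed here.

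With no filter, 577 genes were higher at the study's thresholds, 13 lists lower and 6 higher, among the latter megakaryocyte and platelet markers (adjusted p = 0.0466, median 0.47), which had enough measured genes (13) only here. B-cell transcription factors (adjusted p = 0.00482), pre-B surface genes (0.0326), cell cycle inhibitors (0.0458), p53 targets (0.0326) and ribosome biogenesis (0.00502) then passed as lower. Cholesterol synthesis (0.105), MHC class II (0.0986), interferon response (0.228), granulocyte markers (0.0549) and conventional dendritic cell markers (0.105) did not pass, and camera turned the direction of cell survival (0.705), glycolysis (0.853), immediate early genes (0.976) and plasma cell markers (0.705). With the 60th percentile filter, which tests fewer genes, 152 genes were higher at the study's thresholds, other DNA repair (0.0941) and V(D)J factors (0.265) did not pass, mature B-cell markers passed (0.00148), and pre-B surface genes (0.993) and oxidative phosphorylation (0.58) turned. Without probe sets that can cross-hybridise, V(D)J factors did not pass (0.126), and cell survival (0.931) and plasma cell markers (0.681) turned.

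Quantile normalization left 0 genes at an adjusted p under 0.05 with limma, against 1248 lower and 814 higher without adjustment, and 882 lower and 485 higher at the study's thresholds. Edem1 (0.018) and Pecam1 (0.0032) turned positive, mature B-cell markers passed (0.0308) and conventional dendritic cell markers no longer did (0.0749). Centring on kept probe sets gave 0 genes with limma (1211 lower and 1577 higher without adjustment), 787 and 907 at the thresholds, and Sec11c at 0.22. Centring on the genes tested gave 0 genes with limma (730 and 2278 without adjustment), 499 and 1572 at the thresholds, Sec11c at 0.40, Pecam1 at 0.15 and oxidative phosphorylation on the higher side (0.951), with granulocyte markers past the threshold no longer (0.0509). Cyclic loess gave 0 genes with limma (1148 and 931 without adjustment), 827 and 580 at the thresholds, Edem1 at 0.074, Sec11c at 0.21, Pecam1 at 0.18, V(D)J factors (0.0516), NK cell markers (0.0767) and conventional dendritic cell markers (0.0849) past the threshold no longer, mature B-cell markers past it (0.0212) and oxidative phosphorylation turned (0.354). Both centrings shift whole arrays and so set the balance of lower and higher genes by their construction, while quantile normalization and cyclic loess change values by intensity.

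Array weights gave 1001 lower and 153 higher genes at an adjusted p under 0.05 and 478 higher at the study's thresholds, with Lyz2 at -0.66, Cst3 at -0.44 and Cd48 at -0.26. Mature B-cell markers passed (0.00566) and cholesterol synthesis did not (0.107). The weights were 7.73 for control replicate 1 and 0.248 for Mef2c-deficient replicate 3, so that this fit leans on a single control array. The methods' t-test gave 0 genes after adjustment, 1909 lower and 641 higher without it, and 135 higher at the thresholds. With the replicate number as a block, limma gave 0 genes at an adjusted p under 0.05 (2599 lower and 757 higher without adjustment) and 449 higher at the thresholds, and cell survival turned (0.929). The block also ended the calls of Slc1a5 and Rapgef3 (0.0685 each) and let mature B-cell markers (0.0361) and ribosome biogenesis (0.0459) pass, and changed no other call.

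Camera with an estimated correlation left 0 lists lower and 0 higher, with 4 lists at an unadjusted p under 0.05. Its adjusted p were 0.321 for the study's repair genes, end joining, V(D)J factors and S phase, 0.173 for homologous recombination and 0.352 for mitosis. The estimated correlation was -0.00093 for homologous recombination, -0.071 for V(D)J factors and -0.053 for stroma and endothelium, below the preset 0.01. A higher correlation therefore does not account for the loss of these calls, and the cause was not tested. For the other lists called, the estimate was above 0.01. Fry gave 1 list as higher, stroma and endothelium, let p53 targets pass as lower (0.0093) and turned cell survival (0.252), glycolysis (0.712), immediate early genes (0.884), plasma cell markers (0.022) and stem cell markers (0.782). Among the lists that turned, plasma cell markers passed as lower. Fry asks another question, since it does not compare a list with other genes. The natural log read as log2 gave 657 lower and 113 higher genes at the thresholds, by its construction, and all probe sets, named or not, gave 832 higher.

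Without both arrays of number 3, limma gave 0 genes at an adjusted p under 0.05 (2107 lower and 632 higher without adjustment), Ccl5 stood at -0.24, Lyz2 at -1.34, Cst3 at -0.69, Cd48 at -0.39 and Pecam1 at 0.040, and pre-B surface genes (0.998), glycolysis (0.717) and stem cell markers (0.753) turned. With each array left out in turn, 0 to 154 genes were lower and 0 to 5 higher at an adjusted p under 0.05, and 1099 to 1988 were lower and 200 to 483 higher at the study's thresholds. Adjusted p ranged from 0.0246 to 0.0783 for V(D)J factors, 0.0152 to 0.562 for B-cell transcription factors, 0.65 to 0.88 for cell survival, 0.158 to 0.811 for stem cell markers, 0.00991 to 0.88 for immediate early genes, 0.0375 to 0.68 for oxidative phosphorylation and 0.16 to 0.659 for glycolysis. Log2 differences ranged from -1.46 to 0.33 for Klf2, -0.014 to 2.1 for S100a9, -0.93 to 0.53 for Cst3, -0.27 to 0.57 for Cd48, -2.06 to 1.39 for Lyz2, -0.40 to 0.12 for Sec11c and -1.11 to 1.40 for Ccl5.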

Other observations

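The test of the base of the deposited scale was chosen after the values were seen.

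Lists of antigen presentation, cholesterol synthesis and the type I interferon response had medians above 0 in Mef2c-deficient pre-B cells. Their camera calls depended on single arrays. Relative to the control mean, the medians in the 3 Mef2c-deficient arrays were -0.14, 1.23 and 0.52 for MHC class II. They were -0.15, 0.03 and 1.36 for cholesterol and -0.53, 0.30 and 0.95 for interferon genes. Plasmacytoid dendritic cell markers stood at 0.51, 1.68 and 4.29 in the same arrays, and whether such cells account for the 3 lists was not tested. Of 14 measured MHC class II and presentation genes 11 had higher means (median log2 difference 0.52, or 0.88 relative to all genes), among them Cd86, a costimulatory ligand gene, at 1.41 (SE 0.49) and the cathepsin gene Ctsh at 1.78 (SE 0.72). Of 15 cholesterol genes 12 had higher means (median 0.50, or 0.85 relative to all genes), with Srebf2, the regulator of this pathway, at 1.06 (SE 0.53). Of 23 interferon genes 15 had higher means (median 0.28, or 0.64 relative to all genes), with Irf7 at 1.20 (SE 0.33) and Bst2 at 2.23 (SE 0.95), both also known from plasmacytoid dendritic cells. With limma, 0 genes of these lists passed over all genes or when adjusted over the list alone, and 4, 0 and 2 were higher at an unadjusted p under 0.05, while 1 MHC class II gene was lower. That gene, Ciita, which encodes the transactivator of class II genes, differed by -0.89 (SE 0.36) with no overlap between the groups, and was named after its value was seen. Without Mef2c-deficient replicate 3, Ciita stood at -0.57. Camera adjusted p were 0.00660, 0.00902 and 0.0120. They were adjusted p = 0.552, 0.558 and 0.6 with an estimated correlation and 0.492, 0.519 and 0.661 with fry. The call for MHC class II ended without Mef2c-deficient replicate 2 (adjusted p = 0.122, median 0.16) and that for cholesterol without replicate 3 (0.562, median 0.09). The interferon call ended without replicate 3 (0.233), where its median was -0.09, and without control replicate 2 (0.0768, median 0.12). The MHC class II median was 0.30 without control replicate 1 and 0.86 without Mef2c-deficient replicate 1, and that of interferon genes 0.18 without control replicate 1, 0.59 without control replicate 3 and 0.58 without Mef2c-deficient replicate 1. With no filter all 3 calls ended, at 0.0986, 0.105 and 0.228, and cholesterol also ended with array weights (0.107) and without both arrays of number 3 (0.448). Over the alternatives run, the 3 lists ranged from 0.000117 to 0.552, 0.000159 to 0.562 and 0.000229 to 0.661.

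Lists of cell state and metabolism did not pass the camera test. Cell cycle inhibitors had a median of -0.60, or -0.24 relative to all genes (adjusted p = 0.343), with the pocket protein gene Rbl1 at -1.66 (SE 0.28), which was the 1 gene to pass when adjusted over the list alone, and Cdkn1a, the p21 gene, at -1.53 (SE 0.55). For p53 targets the median was -0.48, or -0.12 relative to all genes (adjusted p = 0.161), with Plk2 at -3.36 (SE 0.79), Psrc1 at -2.0 (SE 0.38) and Gadd45a at -1.02 (SE 0.28), and 5 genes passed as lower over the list alone. Survival genes had a median of -0.42, or -0.06 relative to all genes, and a mean of -0.27, while camera placed them on the higher side (adjusted p = 0.943). Among them the proapoptotic genes Bcl2l11, Bmf and Apaf1 stood at -1.37 (SE 0.38), -1.09 (SE 0.33) and -1.01 (SE 0.32), Bcl2l1, which encodes Bcl-xL, at -1.23 (SE 0.51), and Cflar, a caspase 8 inhibitor gene, at 0.87 (SE 0.34). Ribosome biogenesis genes had a median of -0.59, or -0.23 relative to all genes (adjusted p = 0.0754), with Nolc1 at -1.68 (SE 0.39) and Dkc1 at -1.48 (SE 0.38), and passed without Mef2c-deficient replicate 2 (adjusted p = 0.0253) and with the replicate number as a block (0.0459; range over the alternatives 0.00502 to 0.598). The median of cell cycle inhibitors was -0.38 without control replicate 1 and -0.35 without Mef2c-deficient replicate 3, and that of survival genes -0.22 without control replicate 3.

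Glycolysis genes had a median of -0.38, or -0.02 relative to all genes, with camera on the higher side (adjusted p = 0.525), with the glucose transporter gene Slc2a1 at 1.84 (SE 0.46) and the lactate transporter gene Slc16a1 at -1.30 (SE 0.35). Oxidative phosphorylation genes had a median of -0.25, or 0.11 relative to all genes (adjusted p = 0.525), with Atp5b at -0.84 (SE 0.28), and passed as lower without Mef2c-deficient replicate 3 (adjusted p = 0.0375; range over the alternatives 0.0166 to 0.951). Amino acid transport and serine synthesis genes, which include Slc1a5, had a median of -0.56, or -0.20 relative to all genes (adjusted p = 0.184), with Mthfd2, of mitochondrial folate metabolism, at -1.74 (SE 0.41), and 2 passed as lower over the list alone. Immediate early genes had a median of -0.11, or 0.25 relative to all genes, with camera on the higher side (adjusted p = 0.301), and passed as higher without Mef2c-deficient replicate 3 (adjusted p = 0.00991, median 0.53; range 0.00991 to 0.976). Their median was also above 0 without control replicate 1 (0.28) or control replicate 2 (0.01), and -0.70 without control replicate 3. It was -0.46 without Mef2c-deficient replicate 1 and -0.62 without replicate 2. The glycolysis median was -0.21 without control replicate 3, -0.03 without Mef2c-deficient replicate 1 and -0.61 without replicate 3, and that of oxidative phosphorylation -0.06 without replicate 2 and -0.46 without replicate 3.

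The deposited values may be e raised to the power of log2 RMA values, since 2865 of them lie above the highest count of a 16-bit scanner, and 0 do once the natural log is read as log2. Summaries over probes can pass a scanner's limit, so that this stays a hypothesis. On that scale the study's thresholds would give 657 lower and 113 higher genes.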
